# Identification of a Distinct miRNA Regulatory Network in the Tumor Microenvironment of Transformed Mycosis Fungoides

**DOI:** 10.3390/cancers13225854

**Published:** 2021-11-22

**Authors:** Cosimo Di Raimondo, Zhen Han, Chingyu Su, Xiwei Wu, Hanjun Qin, James F. Sanchez, Yate-Ching Yuan, Xochiquetzal Martinez, Farah Abdulla, Jasmine Zain, Chun-Wei Chen, Steven T. Rosen, Christiane Querfeld

**Keywords:** cutaneous T-cell lymphoma (CTCL), mycosis fungoides (MF), large cell transformation of mycosis fungoides (LCT-MF), miR regulatory network, tumor immune microenvironment

## Abstract

**Simple Summary:**

Transformed mycosis fungoides (LCT-MF) is a histopathological marker of poor prognosis and associated with worse survival. We compared miRNA and mRNA expression profiles of LCT-MF with classic MF and found a distinct miRNA regulatory network modulated immunosuppressive tumor microenvironment in LCT-MF. Our findings provide novel insights and therapeutic targets for LCT-MF.

**Abstract:**

Large cell transformation of mycosis fungoides (LCT-MF) occurs in 20–50% of advanced MF and is generally associated with poor response and dismal prognosis. Although different mechanisms have been proposed to explain the pathogenesis, little is known about the role of microRNAs (miRs) in transcriptional regulation of LCT-MF. Here, we investigated the miR and mRNA expression profile in lesional skin samples of patients with LCT-MF and non-LCT MF using RNA-seq analysis. We found miR-146a and miR-21 to be significantly upregulated, and miR-708 the most significantly downregulated miR in LCT-MF. Integration of miR and mRNA expression profiles revealed the miR-regulated networks in LCT-MF. Ingenuity pathway analysis (IPA) demonstrated the involvement of genes for ICOS-ICOSL, PD1-PDL1, NF-κB, E2F transcription, and molecular mechanisms of cancer signaling pathways. Quantitative real time (qRT)-PCR results of target genes were consistent with the RNA-seq data. We further identified the immunosuppressive tumor microenvironment (TME) in LCT-MF. Moreover, our data indicated that miR-146a, -21 and -708 are associated with the immunosuppressive TME in LCT-MF. Collectively, our results suggest that the key LCT-MF associated miRs and their regulated networks may provide insights into its pathogenesis and identify promising targets for novel therapeutic strategies.

## 1. Introduction

Cutaneous T cell lymphoma (CTCL) is a disfiguring, incurable malignancy with a poor prognosis for those with advanced stage disease. Mycosis fungoides (MF) is the most common primary CTCL and is characterized by expansion of malignant T-cells in a chronic inflammatory environment in the skin [1]. MF evolves through patches and plaques to tumors and/or erythroderma with or without systemic involvement. Patients with early-stage disease have a 10-year survival ranging between 64–98%, whereas patients with advanced stage disease have a less favorable prognosis, with a 10-year survival of 20–42% [2,3]. Large cell transformation (LCT) of CTCL, histopathologically defined by sheets or microscopic nodules of atypical T cells with a large cell phenotype four times larger than normal lymphocytes that make up at least 25% of the dermal infiltrate, is associated with rapidly progressing disease and dismal prognosis and confers a median survival of 1–4 years after transformation, which is not overcome by any regimen to date [4,5,6].

Several efforts have been made to identify biomarkers of transformation that could help prompt an early and targeted treatment to lead to a more favorable clinical outcome. The most promising targets of these investigations are the genetic aberrations and epigenetic changes that have been associated with disease progression and survival in patients with MF [7]. Notably, many genetic and chromosomal abnormalities have been identified in the pathogenesis and progression of MF, such as amplification of JUNB, which is involved in T-cell proliferation, differentiation, and apoptosis, [8,9] and activation of the STAT family transcription factors [10]. Furthermore, decreased expression of regulating proteins p14, p15, and p16, which can interact with cyclin-dependent kinases and induce cell cycle arrest, has been described in MF [11]. Nevertheless, these genetic and chromosomal abnormalities are not sufficient to predict the outcome of LCT-MF and additional analyses are critically needed to better dissect the molecular basis of transformation.

MicroRNAs (miRs) are a class of short noncoding RNAs that regulate gene expression. They are involved in physiological processes and disease development and have an important role in DNA damage response [12]. Dysregulated miRNAs have been linked to cancer, acting either as oncogenes or tumor suppressors, and appear to be involved in the pathogenesis and progression of CTCL [13,14]. In MF, several studies have identified upregulated miR-155 in cutaneous lesions of MF, which has led to the clinical development of a miR-155 inhibitor in CTCL and other hematological malignancies [15]. The upregulation of miR-155 with concomitant downregulation of miR-203 and miR-205 in MF was found to be useful to discriminate MF from benign dermatoses [16]. Notably, Lindahl et al. [17] developed a 3-miR classifier, based on miR-106b-5p, miR-148a-3p, and miR-338-3p, that appears to predict disease progression of early MF, and Manso et al. demonstrated that miRs regulate MF progression [18]. MiR expression profiling has also been used for prognostication in tumor stage and subtypes of MF; high expression of miR-155 and low expression of miR-200b correlated with worse prognosis [13]. However, the mechanisms by which the miRs contribute to the signaling pathways and microenvironmental immune cell profiles in LCT-MF remain unknown. The goal of this study was to identify differentially expressed miRs, the regulatory network targeting pathways of LCT-MF, and their effects on the TME, providing insights into pathogenesis and potentially identifying promising targets for novel therapeutic strategies in LCT-MF.

## 2. Materials and Methods

### 2.1. Patients and Tissue Samples

A prospective consecutive case-series of 28 patients (20 males, 8 females; median age: 63.6 years, range: 30.8–85.4 years) diagnosed with MF received little to no treatment prior to their initial visit in our multidisciplinary cutaneous lymphoma clinic. Subjects had signed informed consent for specimen collection for research purposes, in accordance with the Declaration of Helsinki and approval by the City of Hope Institutional Review Board. Patients were diagnosed according to the revised 2018 WHO-EORTC classification [2] and classified according to the revised staging system for MF [19]. Table 1 summarizes patient characteristics. Skin disease was classified according to T stage. T1 and T2 are defined by plaques involving <10% and ≥10% of the body surface area, respectively, whereas T3 is defined by ≥1 tumor and T4 by erythroderma. Relevant demographic and clinical information was collected from the electronic medical records including age, gender, race/ethnicity, diagnosis, stage, histopathologic findings such as transformation status, and assessment of the skin tumor burden by the severity-weighted assessment tool (mSWAT). LCT-MF is defined as showing large cells (4 times the size of a small lymphocyte) in 25% or more of the dermal infiltrate or forming microscopic nodules [6].

### 2.2. RNA Sequencing and Library Preparation

Total RNA from 34 paraffin-embedded (FFPE) lesional CTCL skin biopsy sections (size uniform, plaques and tumors ≥ 1 cm^2^), which included 14 samples of large cell transformation (7 plaques, 7 tumors) and 20 non-transformed lesions (12 plaques, 8 tumors) was extracted with a miRNAeasy FFPE kit (Qiagen, Valencia, CA, USA). Library preparation and RNA sequencing were performed as described in our previous publication [20]. Briefly, 300 ng of the total RNA isolation was used. Small RNA library preparation was performed following the Illumina protocol with minor modifications. The library was created from each RNA sample by 3′ adapter ligation, 5′ RT primer annealing, 5′ adapter ligation, reverse transcription, and PCR amplification. Sequencing of 50 cycles was performed on a HiSeq 2500 (Illumina, San Diego, CA, USA). Demultiplexing of the raw sequencing data and generation of the fastq files were performed using the Real-Time Analysis (RTA) software. For Ribo-Zero RNA Sequencing, total RNA was rRNA-depleted using the Ribo-Zero low input kit for Human/Mouse/Rat (Kapa Biosystems, Wilmington, NC, USA). RNA-seq libraries were prepared from Ribo-Zero mRNA-enriched material using KAPA Stranded RNA-Seq Library Preparation Kit (Illumina Platforms) (Kapa Biosystems, Wilmington, NC, USA), using 10 cycles of PCR amplification. Libraries were purified using AxyPrep Mag PCR Clean-up kit (Thermo Fisher Scientific, Irwindale, CA, USA). Sequencing was performed on an Illumina^®^ Hiseq 2500 (Illumina, San Diego, CA, USA) instrument using the TruSeq SR Cluster Kit V4-cBot-HS (Illumina^®^) to generate 51 bp single-end reads sequencing with v4 chemistry. Quality control of RNA-Seq reads was performed using FastQC.

### 2.3. Sequencing Data Analysis

miR and mRNA-seq data were analyzed as previously described [20] with the following modification: The mapping table was created using the human miR mature sequences from miRBase release18 and aligned back to human hg19 genome afterwards. Differential expression analysis was conducted using Bioconductor package “edgeR”, with *p* value < 0.01 and fold change > 1.5 as the cutoff values for miRNA data. For RNA-seq data, “limma” was used on log2 transformed RPKM values, with *p* value < 0.05 and fold change > 1.5 as the cutoff values. Hallmark pathway enrichment analyses were carried out using gene set enrichment analysis (GSEA) with genes sorted by—log10 (*p* value) with sign determined by the fold change between MF-LCT and non-LCT samples. An FDR ≤ 0.05 and the involvement of at least 2 genes were used as the cutoff criteria. These data sets are deposited in the Gene Expression Omnibus (GEO) repository under the accession numbers GSE181130 and GSE113113.

### 2.4. Quantitative Real Time (qRT)-PCR Validation

Validation of miRs and mRNA expression was performed using qRT-PCR. miR analysis was performed using TaqMan™ MicroRNA Reverse Transcription Kit (cat#: 4366596, Thermo Fisher Scientific) and TaqMan™ Fast Advanced Master Mix (cat#: 4444963, Thermo Fisher Scientific). miR expression was normalized by a reference smRNA (RNU48) gene. mRNA analysis was performed using a High-Capacity cDNA Reverse Transcription Kit (cat#: 4368814, Thermo Fisher Scientific) and TaqMan™ Fast Advanced Master Mix (cat#: 4444963, Thermo Fisher Scientific). mRNA expression was normalized to OAZ1 as a reference gene. The primers used in these analyses were listed as follows: hsa-miR-146a-3p (Assay ID: 002163, Thermo Fisher Scientific), hsa-miR-21-3p (Assay ID: 002438, Thermo Fisher Scientific), hsa-miR-708-5p (Assay ID: 002341, Thermo Fisher Scientific), RNU48 (Assay ID: 001006, Thermo Fisher Scientific), STAT3 (Hs00374280_m1, Thermo Fisher Scientific), NR4A2 (Hs00428691_m1, Thermo Fisher Scientific), NF-κB p65 (Hs00153294_m1, Thermo Fisher Scientific), TGFβ1 (Hs00998133_m1, Thermo Fisher Scientific), E2F1 (Hs00153451_m1, Thermo Fisher Scientific), ICOSLG (Hs00323621_m1, Thermo Fisher Scientific), CDK1 (Hs00938777_m1, Thermo Fisher Scientific), MYC (Hs00153408_m1, Thermo Fisher Scientific), PDCD1 (Hs01550088_m1, Thermo Fisher Scientific), PD-L1 (Hs00204257_m1, Thermo Fisher Scientific), ICOS (Hs00359999_m1, Thermo Fisher Scientific), OAZ1 (Hs00427923_m1, Thermo Fisher Scientific). PCR reactions for each sample were carried out in triplicates and 2^ (-delta delta CT) value was performed for statistical analysis.

### 2.5. Functional Gene Set Enrichment Analysis

An interaction network of mRNAs in LCT-MF that are upregulated and associated with miR-146a and -21 was generated using Ingenuity Pathway Analysis (IPA, Ingenuity^®^ Systems, www.ingenuity.com, accessed on 10 October 2020) with fold change > 1.5, FDR < 0.05.

### 2.6. Multiplex Immunofluorescence Staining

FFPE tissue sections slides at 5 µm thickness were subjected to multiplex immunofluorescence staining with antibodies against the following: CD4 (1:300, SP35; Cell Marque, Rocklin, CA, USA), CD8 (1:50, SP16; Biocare Medical, Pacheco, CA, USA), PD-1 (1:3000, UM800091 Origene, Rockville, MD, USA) and PD-L1 (1:400, SP142; Abcam, Burlingame, CA, USA) as previously described [20]. Multispectral images were acquired using a Vectra 3 microscope (Vectra AI, San Jose, CA, USA), and different channels were separated with QUPATH v0.2.0-m9.

### 2.7. Statistical Analysis

Kaplan–Meier survival curves with Mantel–Cox test was used for survival analysis. Student’s *t* test was used to analyze the data when not otherwise specified. All *p* values were two-sided, and the statistical significance level was set at *p* < 0.05. Correlation between differentially expressed miRs and immune cell gene score was analyzed by Pearson’s correlation coefficient using Bioconductor package “edgeR”. Statistical analyses were carried out using Prism 8.2.0 (GraphPad, La Jolla, CA, USA) when not otherwise specified.

## 3. Results

### 3.1. Outcomes for Patients with LCT-MF Are Discouraging

Clinical stage is an important determinant of risk for disease progression (RDP) and overall survival (OS) [3]. The clinical characteristics and distribution of patients are summarized in Table 1. Twenty-eight patients diagnosed with MF (20 males and 8 females) with a median age of 63.6 years (range 30.8–85.4) were consecutively enrolled in the study. Eleven patients had LCT-MF and 17 had non-LCT. Among non-LCT patients, approximately 50% of patients had early-stage disease (IA–IB), and 50% had advanced stage disease (IIB, IVA), whereas 73% of LCT-MF patients were diagnosed with advanced stages (IIB, IVA). Folliculotropic MF was higher in the non-LCT group (35.3%) than in the LCT-MF group (18.2%). LCT-MF was predominantly seen in African Americans and in advanced stages, presenting with cutaneous tumor lesions and/or extracutaneous disease, in contrast to non-LCT. At the time of data analysis, 9 patients had died, and 19 patients were censored by their last appointment. Assessment of the overall survival (OS) in the entire patient cohort revealed that patients with advanced LCT-MF had a significantly decreased OS compared to patients with non-LCT (*p* = 0.039); our clinical analysis showed a 2-year OS of 80% for advanced classic MF versus 14.3% in patients with advanced LCT-MF, *p* = 0.0098 (Figure 1A). Two circular charts illustrate the demographic, clinical and survival characteristics of LCT-MF and non-LCT MF patients and highlight a preponderance of female black patients with advanced stage in the LCT cohort and of white males in the non-LCT cohort, as well as a higher presentation of folliculotropic type of MF (Figure 1B). Most patients have died of disease progression in the LCT-cohort, highlighting the dismal prognosis. Clinical presentations of patients with LCT-MF characterized by ulcerated tumor lesions are seen in Figure 1C. On histopathology, an atypical epidermotropic lymphoid infiltrate with large cell morphology is noted. The large pleomorphic cells uniformly show high expression for PD1 and PD-L1 (Figure 1D).

### 3.2. The miR Expression Profile in LCT-MF Is Distinct from That of Non-LCT

We determined the miR profiles from skin biopsies of 19 LCT-MF and 15 non-LCT patients using small RNA sequencing. The unsupervised heatmap of miR analysis reveals different miR clusters for LCT and non-LCT-MF (Figure 2A). Furthermore, comparison of the miR expression levels in LCT-MF plaques and tumors with that in non-LCT-MF identified 17 differentially expressed miRs with an adjusted *p* value < 0.05 (Table 2). The highest-ranked miRNAs included miR-21-3p (abbreviated as miR-21 below), miR-146a-3p (abbreviated as miR-146a below), miR-136-5p, miR-889 and miR-539-3p. The majority (seven miRs) were downregulated, with a log fold change (log FC) < −2. The top downregulated miRs included miR-708-5p, miR-5701, and miR-3653, which are widely viewed as tumor suppressor miRs and noted in many cancers during tumor progression. The upregulation of miR-21 and miR-146a and downregulation of miR-708 in LCT-MF were verified by qRT-PCR analysis. As shown in Figure 2B, both miR-146a (*p* < 0.05) and -21 (*p* < 0.05) expression levels were found to be elevated and miR-708 (*p* < 0.05) was decreased in LCT-MF, validating the findings of RNA-seq analysis. Thus, these results suggested that miR-146a and -21 might be critical for LCT-MF progression.

### 3.3. MRNA Expression Profiling Distinguishes LCT-MF from Non-LCT MF

We compared the global mRNA expression profile of LCT vs. non-LCT cases chosen by histopathologic criteria. Hierarchical clustering revealed two distinct clusters segregated by transformation status, shown in the unsupervised mRNA heatmap (Figure 3A). The left cluster reveals LCT-MF cases (plaques and tumors); the right cluster identifies non-LCT MF. To identify the potential functions of the identified differentially expressed genes (DEGs), we performed Hallmark pathway analysis. The top enriched Hallmark pathway terms for both miRs included E2F targets, MYC targets, G2M checkpoint, oxidative phosphorylation, DNA repair and MTORC1. The minimally enriched and negatively enriched Hallmark pathway terms among DEGs are shown in Figure 3B. qRT-PCR was performed to verify the expression patterns of mRNAs determined by RNA seq. As shown in Figure 3C, the findings showed that the expression patterns of *STAT3* (*p* < 0.05), *NF-κB p65* (*p* < 0.05) and *TGFβ1* (*p* < 0.05) were consistent with the RNA-seq data. These findings indicated that in most cases the qRT-PCR results were consistent with those of RNA-seq, which implied that the mRNA expression profile in LCT-MF is reliable.

### 3.4. Identification of a Functional Interaction Network of Upregulated Genes in LCT-MF That Positively Correlated with miR-146a and miR-21

To further demonstrate the functional impact of miR-146a and miR-21, we also used functional analysis tools of Ingenuity Pathway Analysis (IPA) to analysis DEGs. There were 49 upregulated genes (including *STAT3* and *NF-κB*) that positively correlated with miR-21 and 116 upregulated genes that positively correlated with miR-146a. IPA demonstrated the involvement of relevant genes in pathways of ICOS-ICOSL signaling, PD1-PDL1 signaling, NF-κB signaling, E2F transcription and molecular mechanisms of cancer (Figure 4A). RNA sequencing of the LCT-MF and non-LCT MF lesional skin revealed that among the activated pathways regulating large cell transformation, the expression of the genes *NR4A2* (*p* < 0.01), *MYC* (*p* < 0.01), *ICOS* (*p* < 0.001), *CDK1* (*p* < 0.05), *PD-L1* (*p* < 0.01), *PD1* (*p* < 0.001), *NF-κB* (*p* < 0.05), and *E2F1* (*p* < 0.05) were significantly upregulated in MF-LCT (Figure 4B). Furthermore, we validated the key genes in the targeted pathways using qRT-PCR in MF-LCT versus non-LCT. As shown in Figure 4C, the results revealed that the gene expression trends of *PD1* (*p* < 0.05)*, PD-L1* (*p* < 0.05)*, ICOS* (*p* < 0.05)*, ICOSLG* (ns), *E2F1* (ns), *NR4A2* (*p* < 0.05), *CDK1* (*p* < 0.05), and *MYC* (*p* < 0.05) were consistent with the RNA-seq data. These results suggest that these pathways are involved in mediating the effects of miRNAs in LCT-MF.

### 3.5. Distinct Microenvironmental Immune Cell Populations in LCT-MF

To understand the diversity of immune cell types that drive LCT-MF pathogenesis, we profiled microenvironmental immune cell gene signatures with CIBERSORT. The analysis of immune cell abundance estimated using CIBERSORT identified signatures for naïve CD4+ T cells (*p* < 0.01), resting dendritic cells (*p* < 0.001), gamma delta T cells (*p* < 0.05), M0 macrophages (*p* < 0.05), M2 macrophages (*p* < 0.05) as more abundant, whereas CD4+ T cells (*p* < 0.001) and mast cells were less abundant in LCT-MF than in non-LCT (Figure S1A). When comparing the PD1 and PD-L1 transcripts in LCT-MF with those in non-LCT, we found a higher frequency of PD1 transcripts in CD8+ T cells and CD4+ T cells in LCT-MF than in non-LCT-MF and PD1 transcripts in neutrophils in non-LCT over that in LCT; a higher frequency of PD-L1 transcripts were detected in B cells, CD8+ T cells, and eosinophils in non-LCT than in LCT, whereas neutrophil expression was relatively higher in LCT (Figure S1B). Furthermore, sequencing analysis was performed using gene sets representing B cells, CD8+ tumor-infiltrating lymphocytes (TILs), tumor-associated macrophages (TAMs), dendritic cells (DC), myeloid-derived suppressor cells (MDSC), regulatory T cells (Tregs), and Th1/Th2 cell memory phenotypes to analyze the immune cell gene profile in the CTCL microenvironment of LCT-MF versus non-LCT. Heatmaps were generated using the defined genes representing immune cell types (Figure 5A,B). We used the Kruskal–Wallis test to assess the average expression scores of relevant immune cell related genes including TAMs (M2), MDSCs, iTregs, B cells, and mature DCs stratified by transformation status (Figure 5C). Our data indicate that microenvironmental immune cell gene profiling in LCT-MF demonstrated a significant elevated gene signature for inducible (i) Tregs (*p* = 0.036), PD-L1+ M2 macrophages (*p* = 0.016), and PD1+ M2-macrophages (*p* = 0.013) and a trend for elevated genes for MDSCs (*p* = 0.067) and for a decreased gene signature for mature DCs (*p* = 0.1), which may indicate an immune cell profile associated with immunosuppression and progression of LCT. There was no significant difference seen in B cell -related genes (*p* = 0.82) between LCT-MF vs. MF non-LCT. The findings indicate an immunosuppressive TME in LCT-MF.

### 3.6. MiR Expression Correlates with the Immune Cell Gene Score in LCT-MF

Lastly, we wanted to investigate the relationship between miR expression and the immune cell gene signature in LCT-MF. To this end, a Pearson’s correlation coefficient analysis was carried out between miR expression and the average gene score of immune cells. miR-21, which is highly expressed in LCT-MF, showed a strong positive correlation with iTreg (r = 0.46, *p* = 0.0073) and MDSC (r = 0.37, *p* = 0.037) gene expression (Figure 6A); the upregulated miR-146a also positively correlated with iTreg gene score (r = 0.6, *p* = 0.00025) in LCT-MF (Figure 6B). Although not significant, there was a trend toward a positive correlation with MDSCs. Moreover, the downregulated miR-708 negatively correlated with the TAM (M2) gene score (r = 0.46, *p* = 0.0065; Figure 6C), suggesting miR-708-mediated effects could inhibit an immunosuppressive environment, through inhibition of TAM (M2) gene expression. A trend was also seen for negative correlation with iTregs and MDSCs and a positive correlation with mature DCs. In summary, upregulated miR-21 and miR-146a and downregulated miR-708 drive an immunosuppressive tumor microenvironment that may contribute to the transformed phenotype in MF and impact tumor growth.

## 4. Discussion

The role of epigenetic dysregulation in the pathogenesis of LCT-MF is an area of active research and clinical interest. Notably, a phase 1 study of MRG-106 (cobomarsen), an inhibitor of miR-155, has shown efficacy in MF patients. The role and regulation of miR profiles in LCT-MF pathogenesis has not previously been explored. Therefore, the identification of the miRs targeting regulatory signaling pathways and their effects on the immune microenvironment in LCT-MF is critical to develop effective treatment strategies.

Previous studies have identified LCT as an independent prognostic factor in patients with MF, portending a poor prognosis and outcome [21]. Our findings confirm previously published data [21,22] highlighting a dismal 2-year OS of 14.3% in patients with LCT-MF versus 80% for non-LCT MF. Transformation occurs predominantly in advanced/progressing stages of MF presenting with cutaneous and/or extracutaneous tumors. However, in our cohort, a subset of early stage LCT-MF, clinically presenting with cutaneous plaque, was included. We found 12 miRNAs (five upregulated and seven downregulated) differentially expressed in LCT-MF tumors and plaques compared to non-LCT MF. The signatures in plaques were similar to tumors and may indicate early prognostic factors for transformation and progression. In non-LCT-MF, we had recently established that the positive correlation of miR-155, -130, and-21 with an immune checkpoint (IC) expression profile provides justification for miRs as a putative therapeutic target to reverse T cell exhaustion in CTCL [23]. To our surprise, the upregulated miRs in LCT-MF cases did not include miR-155. Although data show that miR-155 is linked to the oncogenesis of MF, with higher expression noted in tumor lesions [24], our findings suggest that miR-155 regulation is not critical for transformation. Among the upregulated miRs in LCT-MF, we found that the miR with the highest fold difference was miR-146a. MiR-146a has emerged as key regulator of immune responses and tumorigenesis in various cancers [25,26]. MiR-21 was previously identified as the top related miR associated with disease progression and as highly upregulated in advanced CTCL stages [27]. Lindahl LM et al. found miR-21 expression was driven by JAK3/STAT5 in both malignant and non-malignant T cells in MF [28].

To date, miR-regulated signaling pathways remain largely unknown in LCT-MF. In this study, we identified the upregulated miR-related signaling network in LCT-MF including ICOS-ICOSL signaling, PD1-PDL1 signaling, NF-κB signaling, E2F transcription, and molecular mechanisms of cancer pathways. Although these pathways have been consistent with previous studies in MF, other specific pathways of LCT-MF in this analysis, such as E2F transcription, have not been previously reported and are worthwhile to explore, as the interaction of malignant cells with E2F, for one, promotes a microenvironment suitable for tumor cell growth, survival, and aggressiveness [29,30]. Among the downregulated miRs, the miR with the most statistically significant log FC was the hsa-miR-708. There are opposing results among studies as to the oncogenic or tumor suppressor function of miR-708, which may be due to the identity of targets driving various cancers [31]. Little is known in T cell malignancies. Low miR-708 expression was found to correlate with high-risk T cell progenitor-derived T-ALL and poor prognosis [32]. Notably, miR-708 may function as a tumor suppressor by directly targeting the innate checkpoint CD47 in T-ALL [33]. Restoration of miR-708 expression in a T-ALL cell line promoted phagocytosis by macrophages via downregulation of CD47 to eliminate T-ALL cells. Considering the emerging role of miRs involved in immune responses, these miR candidates seem to be of great interest for further exploration in LCT-MF.

The importance of the cellular microenvironment in various solid and hematologic malignancies including CTCL has been increasingly recognized [3,34,35]. We sought to identify the effects of miRs on the immune cell gene profile in MF-LCT. A significant gene score was noted for iTregs and PD-L1+ M2 in MF-LCT when compared to non-LCT, suggesting that iTregs and PD-L1+ M2 maybe the most abundant cell types in the tumor microenvironment in localized LCT-MF. Although not statistically significant, possibly due to the overall small sample size, there was a trend toward statistically significant increased TAM (M2) MDSC and B cell gene scores in LCT-MF and a decreased mature DC gene score. Tumor-derived miRs may mediate intercellular communication affecting the maturation status of DCs. Several studies demonstrated a decrease in DC subsets and impaired cell-mediated immunity in MF [36,37]. Manso et al. found that miR-146a was highly expressed in advanced stages of MF and directly targeted the *FOXP3* gene, involved in Treg differentiation and MF progression [18]. We and others have shown the pro-tumorigenic role of TAM2-macrophages in MF [38]. In line with these observations, our findings support an immunosuppressive TME in LCT-MF. Recent studies have shown that miRs play a role in remodeling the TME [39,40]; however, it remains unknown which miRs regulate the immunosuppressive microenvironment in LCT-MF. We identified specific miR signatures associated with immune cell mRNA signatures. Notably, upregulated miR-21 and miR-146a positively correlated with iTreg gene score, and downregulated miR-708 negatively corelated with TAM (M2) gene score in MF-LCT. These findings show that not only the upregulated miRs, but also the downregulated miRs, promote the formation of an immunosuppressive microenvironment in LCT-MF.

## 5. Conclusions

In conclusion, our study identified miR-regulated signaling networks and their effects on immune cell gene profiles in LCT-MF, which may prove relevant to pathogenesis and hold promise for the identification of potential therapeutic targets in this disease.

## Figures and Tables

**Figure 1:**
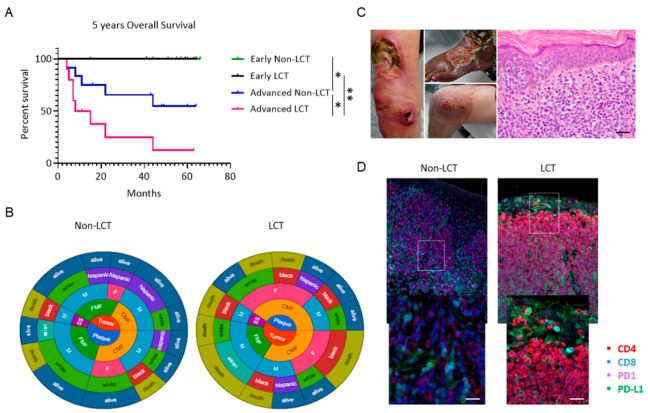
Kaplan–Meier analysis shows significantly decreased survival of patients with LCT-MF compared to non-LCT-MF. (**A**) The overall survival of early non-LCT (green) or early LCT-MF (purple) patients was compared to advanced non-LCT (blue) or advanced LCT-MF patients (magenta) and determined by Mantel–Cox test with *p* value < 0.05 considered significant (*n* = 28). * *p* < 0.05, ** *p* < 0.01. (**B**) Circular charts show the distribution of demographic characteristics including stage, MF subtype, gender, race, and survival status of LCT and non-LCT patients. (**C**) Clinical presentation of patients with LCT-MF and Hematoxylin and Eosin (H&E) staining of the LCT-MF lesional skin. Scale bar = 50 μm. (**D**) Representative multiplex immunofluorescence images of CTCL skin biopsy with LCT-MF and non-LCT-MF. CD4 is stained red; CD8 is blue; PD1 is magenta; PD-L1 is green. Scale bar = 20 μm.

**Figure 2:**
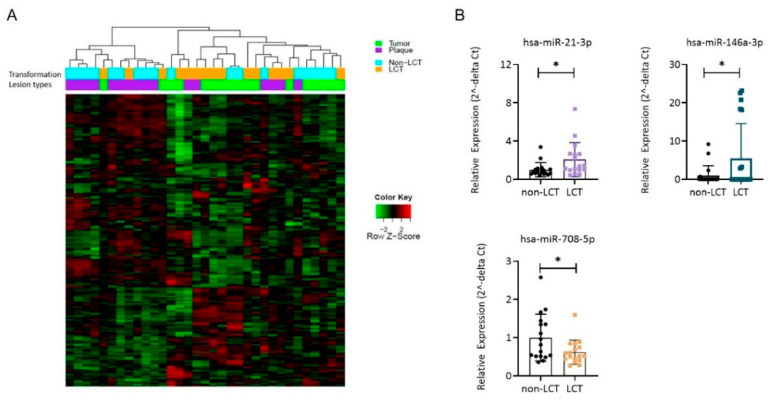
miR signatures in LCT-MF. (**A**) Heatmap of unsupervised two-way hierarchical clustering based on global miR analysis. (**B**) qRT-PCR-based analysis of miR expression in LCT-MF and non-LCT lesional skin samples. The 2ˆ (-delta delta CT) method was used as a relative quantification strategy for data analysis. Results are shown as means ± SD, and differences were tested for significance using Student’s *t* test (* *p* < 0.05).

**Figure 3:**
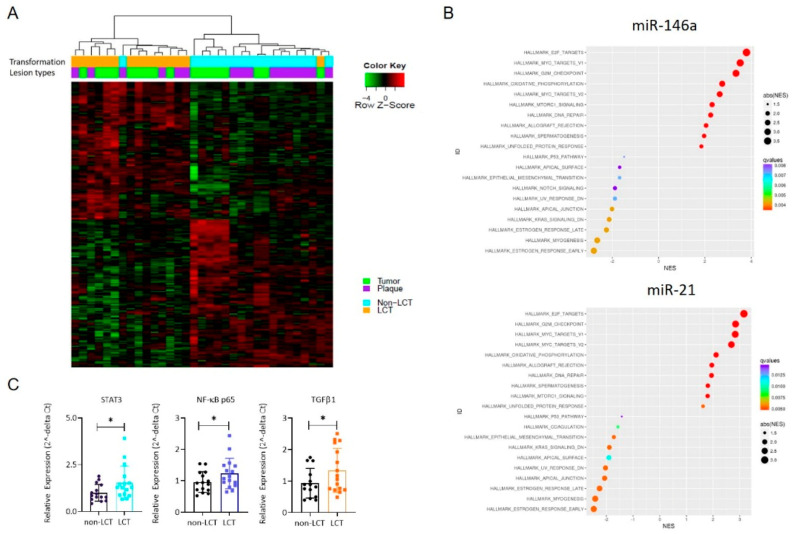
Transcriptional profiles of LCT-MF and non-LCT MF. (**A**) Unsupervised clustering of mRNA seq data of plaques and tumor lesions of LCT-MF segregated from non-LCT MF. (**B**) Hallmark pathway analysis of genes that correlate with miRNA-21 and miR-146a. (**C**) qRT-PCR-based analysis of mRNA expression in MF-LCT and non-LCT lesional skin samples. The data are presented as means ± SD. Differences between means were analyzed using Student’s *t* test (* *p* < 0.05).

**Figure 4:**
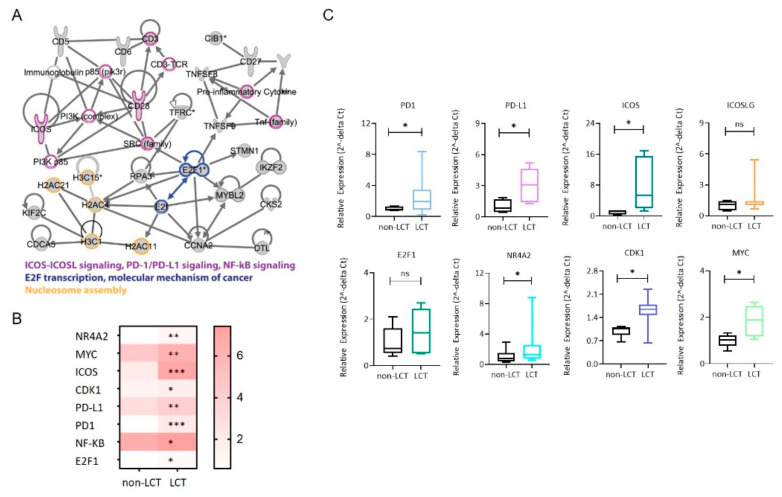
Identification of signaling network of upregulated mRNAs that positively correlate with miR-21 and miR-146a. (**A**) Functional interaction network of upregulated genes in LCT-MF. The 130 genes that are upregulated in LCT-MF and positively associated with miR-146a and miR-21 were subjected to network analysis using Ingenuity Pathway Analysis (IPA). The nodes are colored based on their associated canonical pathways. (**B**) Heatmap visualization of differential expression key genes in MF-LCT vs. non-LCT. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. (**C**) qRT-PCR validation of key genes of the targeted signaling in LCT-MF and non-LCT lesional skin samples. Data are shown as means ± SD. Variables were analyzed using Student’s *t* test (* *p* < 0.05); ns, no significant difference.

**Figure 5:**
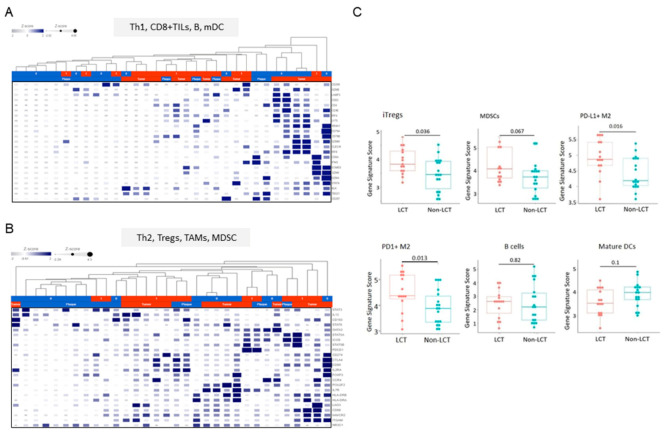
Immune cell gene signatures in the microenvironment of LCT-MF vs. non-LCT. Heatmap visualization of RNA-Seq data: Th1, CD8+ TILs, and B cells (**A**) Th2, Tregs, TAMs, MDSCs and DCs signature (**B**) in the microenvironment of MF-LCT vs. non-LCT. (**C**) RNA-Seq analysis with genes scored by −log2 (RPKM) to evaluate the genetic expression of iTregs, MDSCs, PD-L1+ M2, PD1+ M2, B cells, and mature DCs in MF-LCT vs. non-LCT. “limma” was used with *p*-value < 0.05 and fold change > 1.5 as the cutoff values.

**Figure 6:**
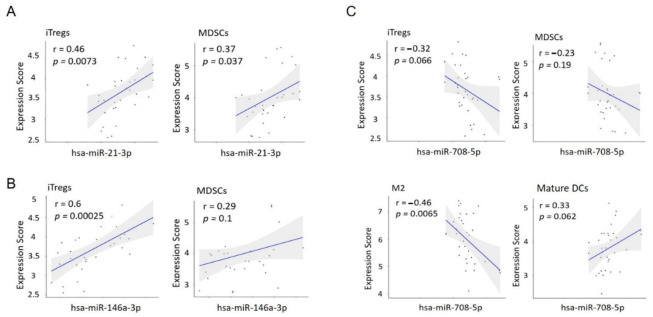
The correlation analysis of miR expression and the immune cell gene score in MF-LCT. (**A**) Correlation analysis of miR-21-3p with iTregs and MDSCs in MF-LCT. (**B**) Correlation analysis of miR-146a-3p with iTregs and MDSCs in MF-LCT. (**C**) Correlation analysis of miR-708-5p with iTregs, MDSCs, TAM (M2) and immature DCs in MF-LCT. Pearson’s correlation coefficient.

**Table 1:** Clinical features of 28 patients with mycosis fungoides with and without large cell transformation (there is little or no prior past therapies).

Characteristic	Non-LCT	LCT
Patients/Skin biopsy specimens	17/20	11/14
Age (years), median (range)	58.4 (30.8–85.4)	68 (41.3–82.8)
Gender		
Male	14 (82.4%)	6 (54.5%)
Female	3 (17.6%)	5 (45.5%)
Race/Ethnicity		
Caucasian	8 (47.1%)	3 (27.3%)
African American	2 (11.8%)	6 (54.5%)
Hispanic	5 (29.4%)	1 (9.1%)
Asian	2 (11.8%)	1 (9.1%)
Clinical stage		
IA	3 (17.6%)	0
IB	5 (29.4%)	3 (27.3%)
IIB	8 (47.1%)	5 (45.5%)
IVA	1 (5.9%)	3 (27.3%)
MF histologic subtype		
Classic	11 (64.7%)	9 (81.8%)
Folliculotropic	6 (35.3%)	2 (18.2%)

LCT, large cell transformation; MF, mycosis fungoides.

**Table 2:** Up- and downregulated miRNAs MF-LCT vs. non-LCT.

Genes	Log FC	Log CPM	F	*p* Value	lFDR	Non-LCT	LCT	Status
hsa-miR-146a-3p	1.71	4.97	11.81	0.001717	0.174221	16	49	Up
hsa-miR-21-3p	1.05	7.56	10.12	0.003353	0.202974	105	288	Up
hsa-miR-136-5p	0.89	5.21	9.07	0.005179	0.227844	32	42	Up
hsa-miR-889	0.88	6.39	8.56	0.006415	0.242032	72	96	Up
hsa-miR-539-3p	0.80	3.14	8.50	0.006581	0.243816	7	10	Up
hsa-miR-708-5p	−1.45	8.83	12.76	0.001194	0.163057	592	290	Down
hsa-miR-744-5p	−0.81	7.40	11.97	0.001618	0.172186	207	122	Down
hsa-miR-3653	−0.97	2.99	9.94	0.003613	0.206878	9	5	Down
hsa-let-7g-5p	−0.64	13.97	9.91	0.003657	0.20753	18189	13575	Down
hsa-let-7b-5p	−0.71	12.52	9.17	0.004964	0.225185	7078	4459	Down
hsa-miR-664-5p	−0.87	3.25	8.85	0.005685	0.233856	11	7	Down
hsa-miR-5701	−1.02	3.59	8.42	0.006808	0.246205	13	9	Down

Controlling Age, Gender and Stage. *p* value < 0.01 and fold change > 1.5. FDR: false discovery rate; miR: miRNA; Log FC: log fold change; Log CPM: log counts per million; LCT: large cell transformation.

## Data Availability

These datasets are deposited in the Gene Expression Omnibus (GEO) repository under the accession numbers GSE181130 and GSE113113.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13225854/s1, Figure S1: The distribution of various immune cell sub-types in LCT-MF and non-LCT. A. Profiling tumor infiltrating immune cells with CIBRSORT. *p* values < 0.05 were considered statistically significant. B. PD1 and PD-L1 expression on immune cells were profiled using CIBRSORT in the tumor microenvironment of MF-LCT and non-LCT.

# Supplementary material for: Identification of a Distinct miRNA Regulatory Network in the Tumor Microenvironment of Transformed Mycosis Fungoides
**Source:** Cancers (Basel). 2021 Nov 22;13(22):5854. doi: 10.3390/cancers13225854
**Supplement:** Supplementary file 1

# Identification of A Distinct miRNA Regulatory Network in the Tumor Microenvironment of Transformed Mycosis Fungoides

Cosimo Di Raimondo, Zhen Han, Chingyu Su, Xiwei Wu, Hanjun Qin, James F. Sanchez, Yate-Ching Yuan, Xochi-quetzal Martinez, Farah Abdulla, Jasmine Zain, Chun-Wei Chen, Steven T. Rosen and Christiane Querfeld

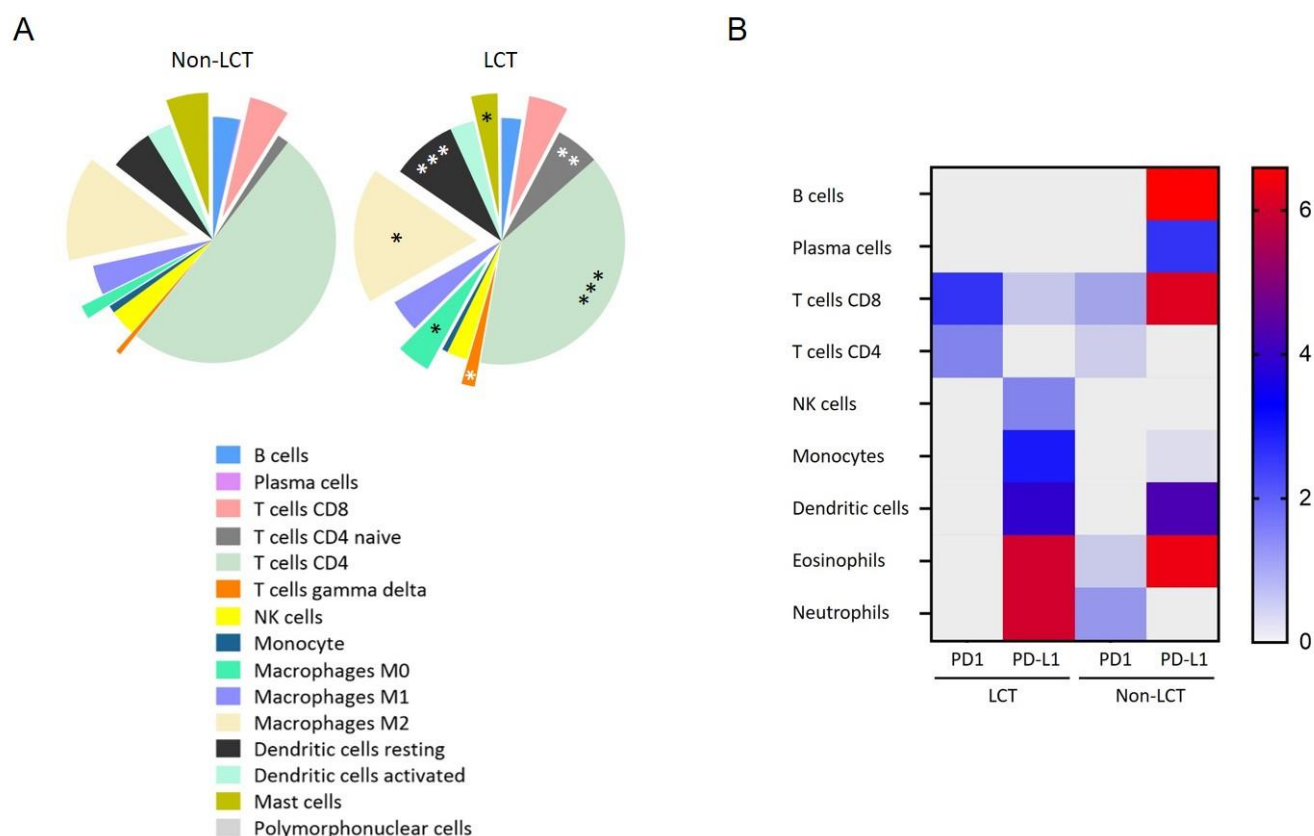

**Figure S1.** The distribution of various immune cell sub-types in LCT-MF and non-LCT. **A.** Profiling tumor infiltrating immune cells with CIBRSORT. *P* values < 0.05 were considered statistically significant. **B.** PD1 and PD-L1 expression on immune cells were profiled using CIBRSORT in the tumor microenvironment of MF-LCT and non-LCT.

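Figure S1 rests on RNA sequencing of LCT-MF and non-LCT lesional skin. CIBERSORT is a computational method that takes the expression profile of a whole tissue sample and estimates, from gene signatures of immune cell types, how abundant each type is relative to the others. The values are therefore estimates made from mRNA and not counts of cells in the biopsies. In panel A, each pie stands for a group of biopsies and each slice for the estimated share of a cell type, and asterisks in the pie of LCT mark the types whose estimates differed significantly from non-LCT. In panel B, the colour scale gives the PD1 and PD-L1 values profiled for each cell type in each group, from grey at the lowest through blue to red at the highest. The skin libraries behind both panels were not analysed here.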

How the deposited data were processed for this re-analysis (not part of the article)

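The data analysed here come from cultured cells and one preparation of healthy CD4 T cells, not from the skin biopsies of the paper. The cells were 4 established CTCL cell lines. HH and MyLa are described in the sample labels as derived from MF, and H9 and HuT78 as derived from Sézary syndrome, the leukemic form of CTCL. Each line and the healthy CD4 T cells had 1 library for mRNA and 1 library for small RNA. The text of the paper and its supplement describe no experiment on these samples, so no conclusion of the paper has its own samples here, and the values are given after the article. The FFPE libraries of LCT-MF and non-LCT lesional skin were not analysed here.

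The authors deposited a table of counts per gene, listed by Ensembl identifier, and a table of counts per mature miR. Both hold whole numbers without normalization. The sample labels name a Qiagen RNA kit and the KAPA mRNA HyperPrep kit. The aligner, the counting tool, the annotation and the use of strand are not stated for these tables in the labels or in the text of the paper. For its skin libraries, the paper states that reads were mapped with mature miR sequences of miRBase and the hg19 genome.

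The gene counts added up to 17062959 in healthy CD4, 19379564 in HH, 19236785 in H9, 21345532 in MyLa and 15812296 in HuT78. The miR counts added up to 4700772 in healthy CD4, 3138385 in HH, 2024209 in H9, 3381244 in MyLa and 1568133 in HuT78. The gene table had 34618 rows, and 95.06% of them were matched to a gene symbol. From all comparisons, 521 rows were left out because their level could describe a single donor. These were genes of the Y chromosome, XIST, TSIX, HLA genes, immunoglobulin and T cell receptor segments, GSTM1, GSTT1 and UGT2B17, and also the killer cell immunoglobulin-like receptor genes, which were added to this list after the data were examined. The receptor segments were picked by the first letters of the gene name. Other genes whose names begin alike, such as TRADD, match too and could be left out without this reason. Library totals and scaling factors were computed from the full tables.

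Library sizes were scaled by the TMM method of edgeR 4.0.16 in R 4.3.3, separately for the 5 RNA libraries and the 5 small RNA libraries. The TMM factors of the small RNA libraries were 0.555 in healthy CD4, 0.885 in HH, 1.92 in H9, 0.565 in MyLa and 1.88 in HuT78, so the fold changes of miRs depend on the scaling. Levels are given as TMM-scaled CPM. Fold changes of each line over healthy CD4 are on the log2 scale, without a prior count. With 1 library per condition there is no estimate of the spread between replicates, and no significance test was made and no p-value is given. Instead, each fold change has a 95% interval computed from the counts of the 2 libraries by the exact Clopper-Pearson method, and shares of counts have the same kind of interval. These intervals and limits cover counting error only. Sequencing reads without molecular identifiers are not independent molecules, so the true error is larger. A library with at most 3 counts was set to 3 counts, the limit that a count of 0 allows, and the fold change is then given against this floor. The 95% interval reaches closer to 0 than such a value, most of all for counts of 1 to 3, and its end nearest 0 is given beside it. No fold change is given where both libraries had at most 3 counts.

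Genes and miRs with at least 10 counts on average over the 5 libraries were compared, which left 15062 genes and 486 of 2588 miRs. A gene or miR was called higher or lower in the cell lines when its interval lay on one side of 0 in all 4 lines. The calculation was tested on simulated counts without replicate variation. The simulated counts were drawn and analysed with the same scaled library sizes, so error from the scaling was not tested. Among 15195 genes with 200 changed, 93.5% of the changed genes were recovered in the RNA libraries, the intervals covered the true value in 95.53% of cases and 0.18% of the unchanged genes were called. Among 486 miRs with 200 changed, 81.5% were recovered, the coverage was 95.94% and 0.699% of the unchanged miRs were called. These shares of unchanged features are what the shared healthy CD4 library gives by counting error alone.

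The genes and miRs named in the text were fixed by a rule written before the data were examined. They are the miRs of Table 2 and miR-155-5p, the genes of Figures 3C, 4A, 4B and 4C and CD47, the host genes and other arms of these miRs, lists of cell type markers, the 5 miRs and 5 genes highest and the 5 lowest in all 4 lines, and the 3 genes each way that differ most between H9 and HuT78. The rankings used the interval bound nearest 0. Features outside this rule are marked where they are named. Names without an arm or from an older release were matched to the names in the table, namely miR-889 to miR-889-3p, miR-3653 to miR-3653-3p, miR-664-5p to miR-664a-5p and miR-203 to miR-203a-3p. H2AC4 and H3C1 of Figure 4A were not matched and not used. The marker lists cover monocytes, B cells, CD8 T or NK cells, platelets, erythrocytes, T cells, M2 macrophages and the cell cycle, and miRs of T cells, myeloid cells and skin or stroma. From these lists, 1 marker was left out after the data were examined. A list of stromal genes and a list of immediate-early genes were written later. The median fold change of a gene list was placed among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. Correlations between libraries are Spearman correlations across genes or miRs, which are not independent replicates.

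Alternatives were library totals without TMM, the size factors of DESeq2 1.42.0, upper-quartile scaling, scaling without the 5 most abundant miRs, a prior count of 2, no filter or a filter of at least 50 counts on average, a change of at least 2-fold, leaving out each cell line in turn, and Pearson correlation of log2 CPM with 1 added. Positions were taken from the GENCODE annotation lifted to GRCh37, which corresponds to hg19. Calculations outside R used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.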

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

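Each fold change below rests on 1 library per condition and has no replicate check. The test of the cell cycle markers was set before the data were examined. The comparison of depth and the test of MIR155HG were chosen after the results were seen. The single genes of the Figure 4A network, the host genes and the marker genes were added to the fold changes below after their values were seen. For each fold change over healthy CD4, differences in the handling or preparation of the healthy CD4 library remain open, because that library was the single control. Gaps between the lines do not depend on that library.

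Several genes that the paper reports as raised in LCT-MF skin, and a further cell cycle gene, lay above the healthy CD4 level in all 4 lines, in samples the paper does not report on. The smallest log2 fold change of the 4 lines was 5.52 for CDK1 in HuT78, 4.08 for E2F1 in HH and 0.35 for MYC in MyLa. CDC25A had 1 count in healthy CD4, and its lowest log2 fold change, in HH, was 8.135 against the floor of 3 counts, with a 95% interval from 7.24. For further genes of the Figure 4A network, the smallest value was 6.83 for KIF2C, 6.55 for DTL, 5.32 for CDCA5 and 5.03 for CCNA2. It was 4.99 for MYBL2, 3.69 for CKS2, 3.54 for STMN1, 1.10 for TNFSF9 and 0.14 for TFRC. TFRC in H9 fell to 0.07 with DESeq2 size factors. For the other cell cycle markers, the smallest value was 6.56 for TOP2A, 5.62 for MKI67, 5.47 for RRM2 and 5.45 for BIRC5. It was 4.67 for CCNB1, 3.87 for MCM2 and 2.455 for PCNA. The 8 cell cycle markers were each higher in every line than in healthy CD4, and their median lay at percentile 100 of the matched random lists in all 4 lines. These markers are themselves cell cycle genes, and CCNA2 is in both lists, so this result restates the rise and is little test of its cause. Proliferation of cultured cells is a candidate explanation for the rise of the cell cycle genes. It cannot be separated here from a difference between malignant and healthy T cells, which was not tested.

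The remaining named genes and miRs above the healthy CD4 level in all 4 lines were mostly the extremes of the ranking, so their sizes are the largest of many. CHRNA6, HOXB9, HMSD and HSPA4L had 0 to 3 counts in healthy CD4. Against the floor of 3 counts, the smallest log2 fold changes of the 4 lines were 8.70 for CHRNA6, 7.87 for HOXB9, 6.86 for HMSD and 6.79 for HSPA4L, with 95% intervals from 7.15, 6.97, 6.55 and 6.49. Among miRs, they were 5.21 for miR-183-5p, 4.61 for miR-182-5p, 4.555 against the floor with an interval from 3.62 for miR-3681-5p, 4.41 for miR-4518 and 4.48 for miR-1268a. The values of miR-744-5p, which the paper reports as decreased in LCT-MF, began at 0.90. Outside the ranking, the values began at 0.59 for ATF3 and at 0.14 for VMP1, which was 0.05 with DESeq2 size factors. Depth was compared for the 5 genes and 5 miRs of the ranking. The smallest ratio of a count in a line to the count in healthy CD4 was 17.9. The totals of the lines were at most 1.25 times that of healthy CD4 for RNA and 0.719 times for small RNA. These features were picked by fold changes already scaled for library size. The comparison therefore had to come out this way and is not a separate test of depth. In the annotation, HOXB9 overlaps HOXB7 and HMSD overlaps SERPINB8 on the same strand, so reads could have been shared between them. Reads of miR-1268a could likewise have been shared with miR-1268b. Neither was tested, and no biological explanation was tested for these features.

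In 2 of the 76 named features with more than 3 counts in each line, one line lay far from the others. For 4 independent, normally distributed values, about 1 in 20 would lie this far apart by chance. H9 was derived from HuT78, so the lines are not independent and this rate is approximate. At such a rate, chance alone can give this number. For let-7b-5p, the gap between MyLa and the nearest line was 0.837 of the range of the 4 lines. MyLa had 587 counts of let-7b-5p, whereas HH had 19, H9 had 32 and HuT78 had 12. For HMSD, the gap between H9 and the nearest line was 0.842 of the range, with 2530 counts in H9 and 417 to 538 in the other lines. No explanation was tested for either feature.

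For 3 of the named features, the lines derived from MF moved one way from healthy CD4 and the lines derived from Sézary syndrome the other way. The difference between the groups was not tested, and each group had 2 lines. H9 was derived from HuT78, so these lines are not independent. The log2 fold change of miR-155-5p was 5.68 in HH and 5.81 in MyLa, and it was -1.73 in H9 and -2.94 in HuT78, which left a gap of 7.41 between the groups. A counting or labelling error in the small RNA libraries would leave the host transcript MIR155HG, counted in separate RNA libraries, without this split. MIR155HG had 6613 counts in HH and 9798 in MyLa, 119 in H9, 30 in HuT78 and 63 in healthy CD4, a gap of 5.96 on the log2 scale, which argues against such an error. In H9, however, MIR155HG lay above healthy CD4 by 0.49, whereas miR-155-5p lay below it. With library totals in place of TMM, miR-155-5p in H9 lay at 0.06, so the gap stayed but the opposite direction of H9 did not. A difference in biology between the lines may underlie the gap and was not tested further.

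For STAT3, the gap between the groups was 0.23 on the log2 scale. The fold change was -3.18 in HH and -0.11 in MyLa, and 1.22 in H9 and 0.12 in HuT78. With library totals, MyLa lay at 0.05 and the split was lost, so the split depends on the scaling.

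IKZF2, a gene of the Figure 4A network, had 662 counts in healthy CD4, 1 in HH and 3 in MyLa, and 4723 in H9 and 2866 in HuT78. Against the floor of 3 counts, its log2 fold change was -8.05 in HH and -8.27 in MyLa, with 95% intervals up to -7.15 and -6.72. It was 2.41 in H9 and 1.87 in HuT78, which left a gap of 9.92 between the groups. With library totals, DESeq2 size factors, upper-quartile scaling or a prior count of 2, each of these directions stayed. No other explanation was tested for IKZF2, and the difference between the groups was not tested.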

How the results depend on the processing

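The alternatives were set before the data were examined, except for the comparisons of H9 with HuT78 and for the immediate-early genes, the single genes of the Figure 4A network and the single marker genes, to which the same alternatives were applied later. The 530 single fold changes were recomputed under these alternatives. Of the 2262 alternative values, 1850 stayed within the 95% interval of the fold change, 398 left it in the same direction and 14 reversed. With a prior count of 2, none of the 530 fold changes left its interval.

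Library totals in place of TMM reversed 13 fold changes. The log2 fold change of miR-146a-3p became 1.16 in H9 and 1.30 in HuT78, that of miR-146a-5p became 0.0775 in HH, 0.49 in H9 and 1.07 in HuT78, and that of miR-21-5p became 0.0899 in H9 and 0.0675 in HuT78. In H9, miR-155-5p became 0.0565 and miR-142-3p became 0.0622. For miR-203, the value became 1.67 in H9, where the interval under TMM had included 0 and the count was 22, and 0.17 in HuT78, where the count was 6. STAT3 in MyLa became 0.0502, and CD2 in HH, where the interval under TMM had included 0, became 0.0726. Scaling without the 5 most abundant miRs reversed miR-146a-3p in HuT78, to 0.0189. Library totals raised the median fold change of the tested miRs by 1.79 in H9, 1.76 in HuT78, 0.67 in HH and 0.03 in MyLa, and that of the tested genes by 0.08 to 0.36. The scaling itself is thus the source of these reversals. Upper-quartile scaling raised the median of the tested miRs by 0.53 in HH, 0.42 in HuT78, 0.21 in MyLa and 0.12 in H9. Under the DESeq2 size factors, the largest shift of a median was -0.105 for miRs, in H9, and -0.08 for genes, in HuT78.

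The number of genes higher in all 4 cell lines than in healthy CD4 was 2906, and the number of genes lower in all 4 cell lines than in healthy CD4 was 3409. For miRs, 80 were higher and 131 lower. With library totals, the number of miRs lower in all lines moved to 69 and the number higher was 118, so that the balance of higher and lower miRs was inverted. For genes, library totals gave 3559 higher and 2855 lower. Requiring a change of at least 2-fold left 1396 genes higher and 1743 lower, because fewer genes pass by construction. Leaving out each line in turn gave 3173 to 3629 genes higher and 3721 to 4052 lower, and 88 to 99 miRs higher and 135 to 149 lower, since fewer lines must meet the criterion. The share of the 14q32 cluster in healthy CD4 moved to 0.00455% when the 5 most abundant miRs were left out of the total.

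The medians of the gene lists kept their direction under the alternatives that were run. The correlation between H9 and HuT78 stayed above that of every other pair without a filter and with Pearson correlation. No paired analysis was possible because each condition had 1 library per assay. Depth limits the miRs of low count, such as miR-136-5p and miR-539-3p at 0 counts and miR-889 at 11 counts or fewer, for which a difference between libraries was not detectable or was given against the floor of 3 counts.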

Other observations

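These values describe cultured CTCL lines and healthy CD4 T cells, not LCT-MF or non-LCT skin, and directions in skin are the paper's. The tests of the chromosome 14 cluster, of MIR155HG and of the scaling gap were chosen, or given their present form, after results were seen. The same holds for the tests of both miR-21 arms together and of the genes overlapping ACTA2. It holds too for those of the T cell and blood cell markers, and for the comparisons of depth and of PDCD1, CD274 and ICOS. The lists of stromal and immediate-early genes were written after the pattern was seen and before these genes were examined. The criterion for the stromal genes was changed after their value was seen, from a fixed level in H9 to a comparison with HuT78. The criterion for the chromosome 14 cluster was likewise changed, from a fixed share to the values of Table 2, and the share of the TMM-scaled total was added. PDCD1, CD274 and ICOS were first compared together.

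The 12 miRs of Table 2 did not move together in the lines. Of the miRs that the paper reports as raised in LCT-MF, miR-21-3p had a log2 fold change of 1.29 in HH, 0.14 in H9 with an interval that included 0, 1.58 in MyLa and 0.37 in HuT78. For miR-146a-3p it was 2.35 in MyLa, and -0.63 in H9 and -0.46 in HuT78, and in HH it was 0.09 from 114 counts against 101 in healthy CD4. Of the miRs that the paper reports as decreased, let-7g-5p fell in all 4 lines, with -2.16 in HH, -4.68 in H9, -2.26 in MyLa and -4.16 in HuT78. For let-7b-5p, the values were -8.48 in HH, -8.21 in H9, -2.99 in MyLa and -9.23 in HuT78. Reads of the let-7 miRs, which differ by few bases, could have been split between family members. miR-744-5p rose in all 4 lines, with 187 counts in healthy CD4 and 370 in HH, 2181 in H9, 395 in MyLa and 959 in HuT78. miR-5701 rose in H9 to 301 counts from 58 in healthy CD4 and was lower in HH, at 22, and in MyLa, at 25. miR-664-5p and miR-3653 were lower in the lines, at 1 to 7 and 2 to 8 counts against 47 and 24 in healthy CD4. The scaling explains part of the uncertainty. Leaving the 5 most abundant miRs out of the TMM scaling moved the fold changes of these miRs by at most 0.47, which argues against a few abundant miRs as the cause of most of them, although miR-146a-3p in HuT78 changed its sign to 0.02. In H9 and HuT78, the gap between TMM and library totals was 1.79 and 1.76 on the log2 scale. At least 1.62 remained when these 5 miRs were left out of the totals, with the TMM scaling still made with them. In HH and MyLa, the same step widened the gap from 0.67 to 1.42 and from 0.03 to 1.18. The gap was thus not specific to H9 and HuT78. The move of at most 0.47 falls short of the 1.62, so these 5 miRs are not the whole cause of the gap of H9 and HuT78. Their part in it was not measured with them left out of both sides, and the rest of its cause was not found.

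miR-708-5p, which the paper reports as the most significantly decreased miR, had 59.4 CPM in healthy CD4 and 83.2 CPM in HH, and 4 counts in H9, 3 in MyLa and 0 in HuT78. Its log2 fold change was 0.49 in HH and -5.85 in H9. Against the floor of 3 counts, it was -5.24 in MyLa and -5.86 in HuT78, with 95% intervals up to -3.67 and -5.55. MIR708 lies within TENM4 on chromosome 11 of GRCh37, from 79113066 to 79113153. TENM4 had 13 counts in healthy CD4, 31 in HH and 0 in the other lines. CD47, named in the discussion of the paper as a target of miR-708, was lower than healthy CD4 in all 4 lines. Its values went from -0.50 in HH to -1.17 in HuT78, and the 3 lines with few counts of miR-708-5p were included.

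The 3p arm of miR-21 took a larger share of the counts of both arms in the lines. The share was 0.0545% in healthy CD4 (95% interval 0.0481 to 0.0615), 0.258% in HH, 0.195% in H9, 0.251% in MyLa and 0.227% in HuT78, and such a share needs no scaling. A change of the miR-21 locus with both arms moving together would leave the share level, whereas it was at least 3.58 times that of healthy CD4 in each line, which argues against such a change as the whole cause. A general rise of minor arms was also tested. Of 120 other miRs with both arms counted, the minor arm share was higher in all 4 lines for 43 and lower in all 4 lines for 37, which argues against a general rise. The shift of miR-21 was not exceptional among these miRs, at percentile 91.67 in HH, 89.17 in H9 and MyLa and 86.67 in HuT78, and the median shift of the others was 0.33 in HH, -0.09 in H9, 0.26 in MyLa and -0.05 in HuT78 on the log2 scale. A change of arm usage stays open. Under TMM, the log2 fold change of miR-21-5p was at most -0.63 in any line. In HH and MyLa it stayed below 0 under each scaling, from -0.96 to -0.29 in HH and from -0.63 to -0.27 in MyLa. This argues against a change of arm usage alone in HH and MyLa, with 1 library each. With library totals, miR-21-5p lay at 0.09 in H9 and 0.07 in HuT78, so its direction there depends on the scaling. In H9 and HuT78, whether arm usage changed alone or together with the locus can therefore not be told apart. The host gene VMP1 rose by 0.14 to 1.45. The 3p share of miR-146a was between 0.0331% and 0.0598% in the 5 libraries.

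miR-136-5p, miR-889 and miR-539-3p, which the paper reports as raised in LCT-MF, are encoded in a cluster on chromosome 14. In GRCh37, MIR136 lies from 101351034 to 101351125, MIR539 from 101513658 to 101513735 and MIR889 from 101514238 to 101514316. miR-136-5p and miR-539-3p had 0 counts in all 5 libraries, and miR-889 had 11 counts in healthy CD4, 2 in HuT78 and 0 in HH, H9 and MyLa. All members of the cluster together had 137 counts in healthy CD4, a share of 0.00291% (95% interval 0.00245 to 0.00344), and 1 count in HH, 3 in H9, 2 in MyLa and 5 in HuT78. miR-544b was left out because its gene lies on another chromosome. Read as CPM, the LCT values of Table 2 for these 3 miRs add up to a share of 0.0148%. Added cells raise the level of a mixture only if they lie above it, so T cells like those sequenced here would need at least this share as the source. The whole cluster reached at most 0.00291% of the miR counts and 0.00525% of the TMM-scaled total, with intervals up to 0.00344% and 0.0062%, which argues against such cells as the source, under the assumption that skin and cells were counted alike. Malignant T cells in LCT-MF skin may differ from cultured lines, and other cells of the skin were not analysed here.

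Of the genes of Figure 4B, PDCD1, CD274 and ICOS lay above healthy CD4 in 1 of 12 comparisons, which was ICOS in MyLa with 3894 counts against 1605. PDCD1 had 9.43 CPM in healthy CD4, and 1 count in HH, 4 in H9 and 0 in MyLa and HuT78. CD274 had 204 counts in healthy CD4 and 11 in HH, 35 in H9, 113 in MyLa and 17 in HuT78. The highest log2 fold change of PDCD1 and CD274 was -1.34, for CD274 in MyLa, so both lay below healthy CD4 in all 4 lines. For ICOS, the highest value of HH, H9 and HuT78 was -3.37, and in MyLa it lay at 0.79, with 1 library to judge from. These values cannot decide whether cells like these lines carry the rise of these genes that the paper reports in skin. That rise is over non-LCT skin, whose level was not analysed here, and healthy CD4 T cells do not stand for it. Malignant cells in skin, and culture itself, which may lower these genes, stay open. NR4A2 and RELA were lower in all 4 lines, with NR4A2 at 5003 counts in healthy CD4 and 47 to 328 in the lines. NR4A2 is an immediate-early gene. An immediate-early response in the healthy cells, taken up below with FOS, is therefore a candidate for its difference too. TGFB1 was lower in all 4 lines, from -2.74 in H9 to -1.18 in MyLa, and 5 annotated genes overlap it. ICOSLG was higher in HH, H9 and HuT78, with 3.10 in H9, and in MyLa its interval included 0. The median log2 fold change of the 8 genes of Figure 4B was -2.65 in HH, -2.14 in H9, -0.43 in MyLa and -2.35 in HuT78, over members that went both ways. Of these genes, 3 were higher and 4 lower in all 4 lines. Among matched random lists, these medians lay at percentile 0.19, 0.28, 23.93 and 0.13 in the same order. The 20 tested genes of the Figure 4A network had medians of 2.31, 1.11, 1.52 and 1.94 in the same order, also over members that went both ways. Their percentiles were 100, 99.72, 100 and 100. Of these 20 genes, 10 were higher in all 4 lines, and 6 were lower in all 4 lines, namely CD5, CD6, CD27, CD28, TNFSF8 and CIB1. This list shares E2F1 and ICOS with Figure 4B, CCNA2 with the cell cycle markers and CD5 with the T cell markers. The cell cycle markers had medians of 5.79, 5.65, 6.15 and 5.30, with the test at percentile 100.

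The healthy CD4 library held transcripts of other blood cells. Of the 14 markers of monocytes, B cells, platelets and erythrocytes, 12 had more than 3 counts in healthy CD4 and 11 were lower in every line. The summed level was 486 CPM for monocyte markers, 282.3 CPM for B cell markers, 28.5 CPM for platelet markers and 0.594 CPM for erythrocyte markers. LYZ alone had 4219 counts and MS4A1 had 1968. The CD8 or NK markers summed to 469.9 CPM, of which GNLY, NKG7 and PRF1 can also be expressed by CD4 T cells. CD8A had 784 counts and CD8B had 171 in healthy CD4. Other blood cells in the healthy CD4 sample are thus a candidate source of LYZ and JCHAIN, which were among the 5 lowest genes in the lines. Such cells do not explain the T cell markers, of which 6 of 8 were lower in every line. The others were CD4, which was higher in HH, and CD2, whose interval in HH included 0. In MyLa, CD4 and CD5 had 0 counts and CD3E had 3, whereas CD3D had 3757. In H9, the B cell marker CD79A had 2342 counts, while MS4A1 had 2. Of the M2 macrophage markers, MRC1 had 0 counts in all 5 libraries, CD163 had 57 counts in healthy CD4 and 0 in the lines, and MSR1 had 601 counts in HH, 320 in MyLa, 166 in H9 and 7 in HuT78 against 12 in healthy CD4.

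FOS was among the 5 lowest genes, with 78708 counts in healthy CD4, 0 in HH, 56 in H9, 5 in MyLa and 26 in HuT78. An immediate-early response to the handling of the primary cells would lower the other immediate-early genes in the lines too. Of the 12 others, 10 were lower in every line, and 1, ATF3, was higher in every line. Their median was -4.49 in HH, -4.52 in H9, -4.46 in MyLa and -4.46 in HuT78, and the highest percentile of these immediate-early medians among matched random lists was 0. The values are consistent with an immediate-early response in the healthy cells. A loss of these genes in the lines would look the same and stays open.

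H9 and HuT78 were the most similar pair of libraries, with a Spearman correlation of 0.948 across genes and 0.908 across miRs. H9 is a clonal derivative of HuT78. Yet miR-143-3p had 67129 counts in H9, 3.32% of its miR counts, and 87 in HuT78, and miR-145-5p had 2830 and 14 counts. ACTA2 had 32594 counts in H9 and 84 in HuT78, a log2 fold change of 8.42. The other genes that differed most were KALRN, with 2690 and 2 counts, and PLS3, with 418 and 0 counts, and in the other direction FAM163A, with 0 and 438 counts, TNFSF14, with 0 and 354 counts, and PRSS57, with 6 and 977 counts. Stromal cells in the H9 culture would bring their collagens. The 10 stromal markers summed to 15.6 CPM in H9 and 26.04 CPM in HuT78, and COL1A2, COL3A1, DCN, LUM and MYL9 had 0 counts in H9, which argues against stromal cells, although COL1A1 had 240 counts in H9 and 346 in HuT78. MyLa had 354.7 CPM, mostly from COL1A1 and COL3A1. ACTA2 overlaps FAS and STAMBPL1 on chromosome 10, and the larger of their log2 fold changes in H9 over HuT78 was 0.75, which argues against reads shared with FAS or STAMBPL1. ACTA2-AS1, which overlaps ACTA2 on the other strand, had 161 counts in H9 and 7 in HuT78, far fewer than ACTA2. Reads shared with it, or with a further annotated gene on the strand of ACTA2, were not tested. CARMN, the annotated gene around MIR143, had 2 counts in H9 and 1 in HuT78. A regulatory change in H9 may underlie these values, as a hypothesis found in a single library of each assay, and the low count of CARMN stays unexplained.

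The miRs lowest in all 4 lines were miR-31-5p, miR-340-5p, miR-150-5p, miR-29c-3p and miR-340-3p. The T cell miR miR-150-5p had 198431 counts in healthy CD4 and 478 to 1564 in the lines, and miR-142-3p, miR-142-5p and miR-342-3p were also lower in every line under TMM. The myeloid miR-223-3p had 5188 counts in healthy CD4 and 3 in HH, 266 in H9, 29 in MyLa and 287 in HuT78. Of the miRs of skin or stroma, miR-205-5p had 311 counts in H9, 23 in HuT78, 1 in MyLa and 0 in HH and healthy CD4, and miR-199a-5p had 601 counts in HH, 365 in healthy CD4 and 7 to 42 in the other lines. miR-214-3p had 60 counts in HH, 6 in MyLa and 0 in the remaining libraries. miR-126-3p and miR-200c-3p were lower in every line, and miR-203 had 22 counts or fewer in each library. The genes lowest in all 4 lines were KLRB1, FOS, LYZ, JCHAIN and LINC00861.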
